A study of Mus musculus with 6 samples. Its data were reported in "A functional single-cell metabolic survey identifies Elovl1 as a target to enhance CD8+ T cell fitness in solid tumours" (2025).

How the data were processed

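Bulk RNA sequencing measured 6 libraries of transferred OT-I T cells, sorted on the marker CD90.1 out of orthotopic KPC_OVA pancreatic tumours 7 days after transfer. All recipients had received anti-PD-1. Groups were taken from the sample titles: 3 libraries of cells that carried a guide against Elovl1 (sgElovl1) and 3 of cells with a non-targeting guide (sgNT). The labels treat the cells of each mouse as a biological replicate. The RNA of sgElovl1 replicates 1 and 2 was pooled from 2 tumours each, and each pool was counted as 1 sample. P-values therefore measure the spread between these samples. All design choices, gene lists, the rule for named genes and the alternatives in processing, other than those said below to be added, were fixed before the data were examined.

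Per the submitters' processing notes, reads from pre-amplified complementary DNA (SMARTer) were mapped to mm10 with STAR 2.7.7a, genes were quantified with RSEM 1.3.1, and differential expression was run with DESeq2 1.36.0. The deposited gene tables give expected counts, the estimated number of read pairs per gene, which are not scaled between libraries and were used for all tests after rounding to whole numbers. The deposited tables also give TPM (length-scaled transcript shares), which was used in 1 alternative. The deposited gene lengths, in bases, were used for the length trend. The tables hold 55471 Ensembl gene IDs, of which 55144 matched a symbol in GENCODE M21 on GRCm38, the same assembly as mm10. The authors' annotation release is not stated, so the coordinates given are those of GENCODE M21.

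The main comparison used edgeR 4.0.16 in R 4.3.3: filterByExpr with the groups and its default minimum count of 10, TMM normalization, robust quasi-likelihood fits with the group as the only term, and edgeR's two-sided quasi-likelihood test. P-values were adjusted by the Benjamini-Hochberg method over the 12546 genes that passed the filter, and a gene was called at an adjusted p under 0.05. Fold changes are log2 of sgElovl1 over sgNT. Gene levels are TMM-normalised CPM (counts scaled to a library size of 1e6), given as mean ± SD (n = 3 per group), and levels summed over lists or classes of genes are CPM without the TMM factors. The biological coefficient of variation was 0.22. The same steps were tested on simulated data with the library sizes and spread of this comparison and 200 changed genes. Of 12313 simulated genes tested, the test found 11.9% of those changed by 0.5 log2, 57.6% of those changed by 1 log2 and 90.5% of those changed by 2 log2. It called 0.0909% of the 12097 unchanged ones.

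For pathways and cell types, 34 gene lists were written, and the 32 with at least 3 tested members were tested with limma 3.58.1's camera on log2 CPM (prior count 2). Camera asks whether the members of a list change more than all other genes, here with a preset inter-gene correlation of 0.01, and p-values were adjusted over the 32 lists. The lists cover cholesterol biosynthesis, cholesterol uptake and SREBP2 control, cholesterol efflux and esterification, fatty acid synthesis and desaturation, fatty acid elongation and ceramide synthesis, and fatty acid oxidation. Others hold mitochondrially encoded and nuclear encoded genes of oxidative phosphorylation (OXPHOS), the TCA cycle, glycolysis, T cell receptor signalling, T cell activation, cytotoxic and cytokine effector genes, co-inhibitory receptors, memory and precursor exhausted cells, and killer cell receptors. The rest cover the cell cycle, the interferon response, hypoxia, endoplasmic reticulum stress, dissociation stress, nuclear retained long non-coding RNA and ribosomal proteins. Cell type lists hold markers of KPC tumour epithelium, acinar cells, fibroblasts, macrophages and monocytes, neutrophils, dendritic cells, B cells, CD4 and regulatory T cells, endothelial cells, erythroid cells and Y-linked genes with Xist. The study named cholesterol metabolism, OXPHOS and T cell activation from these and related samples, so the direction of those lists is not independent evidence. Camera was also run with an estimated correlation, and beside it fry, which asks whether members move one way on balance, and fgsea 1.28.0 on the signed statistic with 10000 permutations.

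The genes named were Elovl1, the 10 largest changes in each direction among called genes of at least 5 CPM without overlap between the groups, and the 3 members of each list with the smallest p. Genes that the study's text names were added whatever their result. Predicted, RIKEN, pseudogene, ribosomal RNA, transfer RNA, immunoglobulin and T cell receptor segment names were passed over. This rule gave 134 genes, of which 131 were tested. Not every one of them is printed in the text. Other genes are named where 5 or fewer genes of a list were called or where they stood out, and were chosen after their values were seen. For genes without a count in any library of 1 group, a fold change was bounded with a floor of 3 counts per library on the TMM-normalised scale, which covers counting error only.

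The alternatives were DESeq2 size factors and upper-quartile scaling in edgeR, DESeq2 1.42.0 and limma-voom with sample quality weights, no count filter, a minimum mean of 5 CPM, and a replicate block. Further ones were a per-library offset for the trend on gene length (lowess span 0.3), scaling without mitochondrially encoded and ribosomal protein genes, log2(TPM + 1) with limma-trend, leaving out both pooled libraries, and leaving out each library in turn. With both pools left out, the lone sgElovl1 library was assumed to vary like the sgNT libraries. Where DESeq2, limma-voom or TPM was used, lists were tested with camera's preranked form on that tool's statistic. Alternatives added after the data were seen were an offset for length and GC content, the replicate block with the length offset, protein-coding genes alone, and leaving out the third library of both groups. All 10 splits of the 6 libraries into 3 and 3 were fitted in the same way.

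The labels give both groups the replicate numbers 1 to 3 without stating a pairing. Deviations from the group means correlated at 0.212, 0.245 and 0.405 between libraries of the same number. Each library correlated best with its own number, so the numbers were treated as pairing the samples, from the data alone. Replicates 1 and 2 were parted weakly: sgElovl1 replicate 1 correlated at 0.169 with sgNT replicate 2, and sgElovl1 replicate 2 at 0.107 with sgNT replicate 1. Their sgElovl1 libraries were also pools of 2 tumours each, against single tumours in sgNT. The pairing of replicates 1 and 2 is therefore uncertain. The fit without a block stayed the main one, as planned, and blocked values are given where they change a call or move a count by more than 1.5 times. Tables were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. No library was left out of the main comparison.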

Results

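RNA was sequenced from OT-I CD8+ T cells, whose T cell receptor recognises an ovalbumin peptide, after transfer into mice with orthotopic pancreatic tumours of the ovalbumin-expressing KPC_OVA line. Recipients received anti-PD-1, and the transferred cells were sorted from the tumour on CD90.1 after 7 days. Of the 6 libraries, 3 came from cells with a guide against Elovl1 and 3 from cells with a non-targeting guide. Total expected counts were 24686786, 26059360 and 21980273 in sgElovl1 replicates 1 to 3, and 24121976, 26165380 and 25564484 in sgNT replicates 1 to 3. Between 15618 and 18688 genes had a count in a library. The T cell receptor segments matched a clonal population in every library: Trav14 family segments held 97.4 to 98.0% of Trav counts and Trbv12 family segments held 99.6 to 99.9% of Trbv counts. No pair of libraries held identical values. The first principal component held 44.7% of the variance and parted the groups, and the second held 29.1% and set the third library of both groups apart from the rest.

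Elovl1, which elongates saturated very long-chain fatty acids, was lower in every sgElovl1 library than in every sgNT library. Its level was 81.5, 76.6 and 95.4 normalised counts scaled to the library (CPM) in sgElovl1 replicates 1 to 3, against 283, 280 and 255 in sgNT replicates 1 to 3. The means were 84.5 ± 9.71 and 272 ± 15.5 CPM (SD, n = 3 each), a log2 fold change of -1.69 (SE 0.12, edgeR's quasi-likelihood test, adjusted p = 8.71e-05). The gene lies on chromosome 4, from 118428093 to 118432953, on GRCm38 (GENCODE M21). Transcript remained in the targeted cells, and counts over the whole gene do not show which transcripts carried an edit. Of its family, Elovl4, Elovl5, Elovl6 and Elovl7 had log2 fold changes of -0.10, 0.00, 0.13 and -0.03, none past the test, and Elovl2 and Elovl3 were too low to be tested.

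The comparison asked which transcripts differ between Elovl1-targeted and control T cells inside the tumour. Of 12546 genes tested, 1084 were higher and 643 lower in sgElovl1 cells (edgeR's quasi-likelihood test, adjusted p under 0.05). Beyond 1 log2, 370 genes were higher and 49 lower. Groups did not overlap for 1723 of the 1727 called genes, and for 37.1% of all tested genes, where chance gives 10%. Most called genes, 1541, were protein coding. These counts rested on single libraries: without sgElovl1 replicate 1, 384 genes were higher and 81 lower, without sgElovl1 replicate 2, 279 and 42, and without sgNT replicate 2, 334 and 64. Without sgElovl1 replicate 3, 1414 were higher and 1304 lower, without sgNT replicate 1, 796 and 176, and without sgNT replicate 3, 914 and 424. With limma-voom, 2237 genes were higher and 2127 lower. Without the third library of both groups, an alternative chosen after the data were seen, 1947 were higher and 2039 lower.

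Among the 20 largest changes, the transcripts that rose were mitochondrial messages, the long non-coding RNAs Kcnq1ot1 and Lncpint, the receptor gene Klra17 and the cytokine gene Csf2. Kcnq1ot1, an antisense RNA of an imprinted locus, rose from 3.57 ± 1.17 to 20.2 ± 4.90 CPM (n = 3 each, log2 fold change 2.50, adjusted p = 0.00131). Klra17 rose from 1.81 ± 0.396 to 9.50 ± 1.74 CPM (2.39, adjusted p = 0.000757). Beside Elovl1 itself, the genes that fell included the killer receptor gene Klri2 (-1.88), the protease gene Tmprss6 (-1.56), the apolipoprotein gene Apol9b (-1.38), the spliceosomal Snrpd3 (-1.34) and the adhesion gene Alcam (-1.28). Cela1 (-1.20) and Unc5cl (-1.17) completed the genes that kept their call whichever library was left out, 10 of the 20. The other 10 did not: mt-Co3 (3.23, adjusted p = 0.121 without sgElovl1 replicate 2), mt-Nd3 (2.93, 0.142), mt-Co2 (2.27, 0.144), mt-Nd5 (1.92, 0.144) and Rraga (-1.48, 0.174) were lost without that library among others. Lncpint (2.32, 0.0567), Csf2 (1.93, 0.0618) and Afp (-1.16, 0.151) were lost without sgNT replicate 2, and mt-Co1 (2.02, 0.164) and mt-Cytb (2.01, 0.0512) without sgElovl1 replicate 1.

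In cholesterol metabolism, single genes of SREBP2 control rose while the lists as wholes did not. Insig1, which retains the SREBP2 precursor in the endoplasmic reticulum, rose from 21.1 ± 5.07 to 44.7 ± 5.73 CPM (n = 3 each, log2 fold change 1.08, adjusted p = 0.00431). Scap, which escorts SREBP2 to the Golgi, rose by 0.62 (adjusted p = 0.012, highest 0.088 without sgElovl1 replicate 2). Of the 20 members of cholesterol biosynthesis, 1 rose, 1 fell (Fdps, -0.51) and 18 did not pass; camera gave an adjusted p of 0.735. Adjusted over the list alone, 3 rose and 1 fell. Of 19 members of uptake and SREBP2 control, 3 rose, Insig1 and Scap among them, and 2 fell, Npc2 (-0.45) among them, both over all genes and adjusted over the list alone (camera adjusted p = 0.603). Srebf2 itself had a log2 fold change of 0.50 (adjusted p = 0.165), and 0.0144 without sgElovl1 replicate 3. Hmgcs1 (0.41, adjusted p = 0.0554) passed with the replicate block (0.05, just under the threshold before rounding). Since the study drew this theme from its own data, the counts over the lists alone are not independent evidence. Insig1 was the only called member of both lists to keep its call whichever library was left out. Without sgElovl1 replicate 1 or 2 or sgNT replicate 1 or 2, no member of biosynthesis and 1 of uptake was called, and without sgElovl1 replicate 3, 5 and 8 were. With the offset for gene length, Fdps (adjusted p = 0.117) was not called, and Insig1 (0.0109) and Scap (0.048) were.

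**Figure D1:**
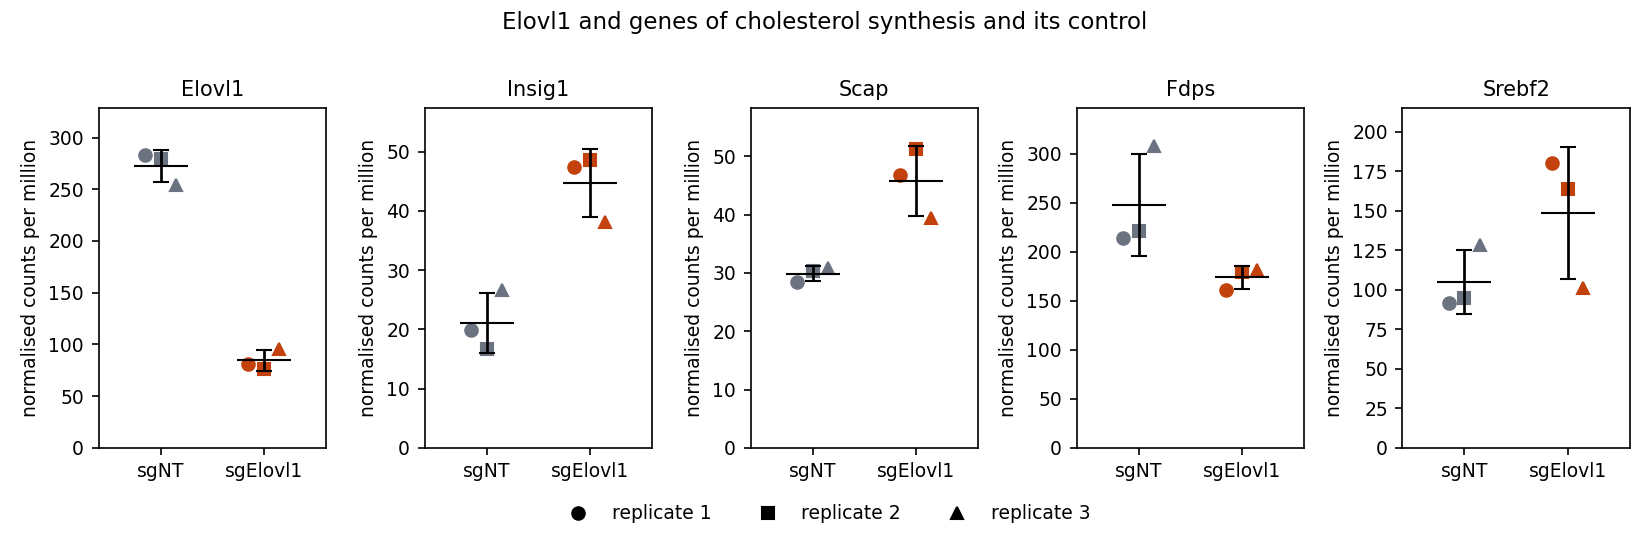
Normalised CPM of Elovl1 and of 4 genes of cholesterol synthesis and its control in each library (symbols mark the replicate number, lines and bars the mean and SD, n = 3 per group). Elovl1 was lower in every sgElovl1 library, Insig1 and Scap were higher and Fdps was lower in every sgElovl1 library than in every sgNT library, and Srebf2 overlapped between the groups.

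The other lipid lists held few called members. Cholesterol efflux and esterification had 1 called member of 11, Abca7 (0.61, camera adjusted p = 0.505), lost without either sgElovl1 replicate 1 or 2 or any sgNT library (highest adjusted p = 0.167) and with the length offset (0.28). Fatty acid synthesis and desaturation had 0 of 13 called over all genes and adjusted over the list alone (camera adjusted p = 0.42), with 3 called without sgNT replicate 3, and the list passed without the third library of both groups (0.0157, range over its alternatives 0.0157 to 0.946). Acly, which makes cytosolic acetyl-CoA, had a log2 fold change of 0.25 (adjusted p = 0.155). In fatty acid elongation and ceramide synthesis, Elovl1 and the ceramide synthase gene Cers4 (-0.55, adjusted p = 0.0159) fell among 14 members, 4 fell and 1 rose adjusted over the list alone, and camera gave an adjusted p of 0.0697. That list holds the targeted gene itself, so its fall is in part set by the design, and it was not tested without Elovl1. It passed with DESeq2 (0.00308), limma-voom (0.002), no filter (0.0271), TPM (0.0274), fry (0.0352) and fgsea (0.0302). It also passed without sgElovl1 replicate 3 (0.0355) and without the third library of both groups (0.0487). With an estimated correlation its adjusted p was 0.532. Cers4 was lost without sgElovl1 replicate 1 or 2 or sgNT replicate 1 or 2 (highest adjusted p = 0.0894). Tecr (-0.45, adjusted p = 0.0502) passed with the replicate block (0.0485). Fatty acid oxidation fell as a list: 18 of 21 members were lower, with a mean log2 fold change of -0.20 (camera adjusted p = 0.00419, adjusted p = 0.532 with an estimated correlation). Acaa2 (-0.47), Acadl (-0.38) and Eci2 (-0.49), enzymes of beta-oxidation, fell, and 8 fell adjusted over the list alone. None of the 3 was called without sgElovl1 replicate 1 or 2 or sgNT replicate 1 (highest adjusted p 0.129, 0.163 and 0.173) or with the length offset, and Acadl was not with the block (0.0534). Without sgElovl1 replicate 3, 10 members were called. Cpt1a, the entry enzyme of this pathway, had a log2 fold change of 0.10 (adjusted p = 0.601).

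Messages of the mitochondrial genome were higher in every sgElovl1 library. The 13 protein-coding mitochondrial genes held 12430 ± 2798 CPM in sgElovl1 and 2929 ± 1285 CPM in sgNT cells (n = 3 each), and all mitochondrial counts were 1.62, 1.39 and 1.04% of the sgElovl1 libraries and 0.493, 0.233 and 0.239% of the sgNT libraries. Of 12 tested, 11 rose, all but mt-Nd6, and 12 adjusted over the list alone (mean log2 fold change 2.05, camera adjusted p = 4.35e-08, adjusted p = 0.532 with an estimated correlation). mt-Atp6 rose from 737 ± 256 to 2608 ± 220 CPM (1.82, adjusted p = 0.00161), and with mt-Atp8 (1.63) it alone kept its call whichever library was left out. Without sgElovl1 replicate 1, 2 of the 12 were called, and 10 with the length offset. The list passed under every alternative other than the estimated correlation. Nuclear encoded OXPHOS genes did not move with them: of 77 tested, Ndufb2 (0.51) and Uqcrq (0.58) rose, and 5 fell, among them Ndufv1 (-0.46), Ndufs3 (-0.40), Sdhc (-0.47) and Atp5b (-0.44) (mean -0.07, camera adjusted p = 0.0697). None of the 7 was called adjusted over the list alone, or without sgElovl1 replicate 1 or 2 or sgNT replicate 2, and 21 members were called without sgElovl1 replicate 3. With the replicate block Ndufb2 (0.0554), Uqcrq (0.0518) and Atp5b (0.0646) were not called. The nuclear list passed as lower without sgElovl1 replicate 1 (0.039), sgElovl1 replicate 3 (0.0177), sgNT replicate 1 (0.0485) or sgNT replicate 2 (0.0116), in a range of 0.00941 to 0.864 over its alternatives. OXPHOS was a theme of the study on these samples, so neither count is independent evidence. The sgElovl1 libraries also held more macrophage marker RNA than the sgNT libraries. Mitochondrial messages were 15030, 12800 and 9472 CPM in sgElovl1 replicates 1 to 3. All macrophage markers together ran in the same order, at 1648, 1255 and 1246 CPM. Without Ly6c2 they ran in the opposite order, at 122, 196 and 400 CPM, so the order hung on 1 gene.

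The TCA cycle list was lower: 17 of 21 members were negative, with a mean log2 fold change of -0.20 (camera adjusted p = 0.00529, adjusted p = 0.532 with an estimated correlation). Suclg1 (-0.37) and Sdhc fell, 0 passed adjusted over the list alone, and neither was called without sgElovl1 replicate 1 or 2 or sgNT replicate 1 or 2 (highest adjusted p 0.153 and 0.16), against 9 members without sgElovl1 replicate 3. Suclg1 was not called with the replicate block (0.055). With the length and GC offset the list was not past the test (adjusted p = 0.0704, range over its alternatives 0.000663 to 0.532). In glycolysis, the lactate transporter gene Slc16a3 rose (0.57), and Eno3 (-0.75), Gpi1 (-0.47) and Tpi1 (-0.51) fell among 20 members, with 2 up and 4 down adjusted over the list alone. The list had a camera adjusted p of 0.0537, 0.0447 with the replicate block, 0.0177 without sgElovl1 replicate 3 and 0.0116 without sgNT replicate 2, in a range of 0.00772 to 0.787 over its alternatives. No member was called without sgElovl1 replicate 1 or 2 or sgNT replicate 2, and 10 were without sgElovl1 replicate 3.

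In T cell receptor signalling, 9 of 30 members rose and 4 fell, and the list as a whole did not change (camera adjusted p = 0.538). Dock2, a Rac activator, rose from 115 ± 8.02 to 262 ± 16.7 CPM (n = 3 each, log2 fold change 1.18, adjusted p = 0.000457). The signalling gene Malt1 (1.02), the transcription factor gene Nfatc3 (0.75) and Rasgrp1 (0.74), an activator of Ras, rose too, and these 4 kept their call whichever library was left out. Members that fell included both chains of the CD8 coreceptor, Cd8a (-0.45) and Cd8b1 (-0.49). Adjusted over the list alone, 11 rose and 6 fell. Without sgElovl1 replicate 2 or sgNT replicate 2, 4 members were called, and 18 without sgElovl1 replicate 3. With the replicate block 11 members were called, without Cd247 (0.0689) and Cd3e (0.0614). With the length offset 7 of the 13 kept their call, among them Dock2, Malt1, Nfatc3, Rasgrp1 and Cd8a. The long genes of this list rose in libraries where long genes rose in general, as given with gene length.

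In the T cell activation list, Egr2, an early response transcription factor gene, rose from 21.6 ± 3.48 to 43.3 ± 7.48 CPM (n = 3 each, log2 fold change 1.01, adjusted p = 0.00414). Cd40lg (2.07), Tfrc (0.73) and Nr4a1 (0.46) also rose and Batf fell (-0.68) among 20 members, the same 4 up and 1 down when adjusted over the list alone (camera adjusted p = 0.50). With fry, which asks only whether members move one way, the adjusted p was 0.0415. The study named this theme on these samples, so it is not independent evidence. Tfrc was not called with the length offset (0.162). Egr2 kept its call whichever library was left out, and Batf was lost without sgNT replicate 2 (adjusted p = 0.0562). Without sgElovl1 replicate 1 or 2 or sgNT replicate 2, 2 members were called, and 8 without sgElovl1 replicate 3. Cd69 had a log2 fold change of 0.04, Cd44 of -0.01 and Il2ra of 0.47 (adjusted p = 0.903, 0.979 and 0.0959), and Il2ra passed with the replicate block (0.0342) and without sgNT replicate 3 (0.0478). Il2 was too low to be tested.

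Among cytotoxic and cytokine effector genes, Gzmk fell from 444 ± 54.2 to 254 ± 33.7 CPM (n = 3 each, log2 fold change -0.80, adjusted p = 0.00533) and Csf2 rose from 3.12 ± 0.717 to 11.9 ± 5.74 CPM (1.93, adjusted p = 0.00751, and 0.0618 without sgNT replicate 2). These were the 2 called of 19, also adjusted over the list alone, with a mean of 0.05, a median of -0.13 and a test directed down (camera adjusted p = 0.50). Without sgElovl1 replicate 3, 6 were called. Ifng (0.06) and Tnf (0.38) did not pass (adjusted p = 0.843 and 0.172), and Prf1 (-0.60, adjusted p = 0.0746) passed with the replicate block (0.0416) and without sgElovl1 replicate 3 (0.0158). Of 18 co-inhibitory receptors and exhaustion genes, Entpd1, encoding CD39, fell (-0.62, adjusted p = 0.0417), 0 passed adjusted over the list alone, and camera gave an adjusted p of 0.136 (range over its alternatives 0.0325 to 0.532). Entpd1 was lost without either sgElovl1 replicate 1 or 2 or any sgNT library (highest adjusted p = 0.18), and 5 members were called without sgElovl1 replicate 3. Pdcd1 (-0.18), Havcr2 (-0.14) and Tigit (-0.36) did not pass (adjusted p = 0.334, 0.56 and 0.0853), and Tigit passed without sgElovl1 replicate 3 (0.0202).

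In the memory and precursor exhausted list, 15 of 19 members were positive and 4 rose, both over all genes and adjusted over the list alone: the chromatin organiser gene Satb1 (0.65), the transcription factor gene Bach2 (1.07), the survival gene Bcl2 (0.63) and the homing receptor gene Ccr7 (1.20). The list had a mean of 0.43 and a camera adjusted p of 0.072. With the replicate block 7 members were called and the list passed (adjusted p = 0.00651), Tcf7 (0.85, adjusted p = 0.429, blocked 0.00667) among the genes gained. Slamf6 had a log2 fold change of 0.24 (adjusted p = 0.713). The list also passed without sgElovl1 replicate 3 (0.0177) or sgNT replicate 2 (0.0136), in a range of 0.00651 to 0.787 over its alternatives. Satb1 (0.0562) and Bcl2 (0.067) were lost without sgNT replicate 2, Bach2 (0.065) without sgElovl1 replicate 2 and Ccr7 (0.0904) without sgElovl1 replicate 1. Without sgElovl1 replicate 2, 1 member was called. With the length offset Bcl2 was not called (0.232).

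Killer cell receptor genes changed in both directions, with 8 of 13 called. Klrc2, an activating receptor of the NKG2 family, rose from 117 ± 4.25 to 314 ± 63.0 CPM (n = 3 each, log2 fold change 1.43, adjusted p = 0.00056), and Klrc3 rose by 1.67. Klri2 (-1.88) and Klra3 (-2.66) fell, and these 4 kept their call whichever library was left out. Klra1 (2.05) rose and Klrb1c (-2.37), Klrc1 (-0.69) and Klrg1 (-0.63) fell, with calls that single libraries decided: 4 were called without sgElovl1 replicate 2, and Klra1 was lost whichever library was left out (highest adjusted p = 0.194) and with the replicate block (0.0577). Adjusted over the list alone, 5 rose and 5 fell, and camera gave an adjusted p of 0.863. Apart from Klrg1, these genes lie within 1 region of chromosome 6, and reads may have been shared between close relatives among them, so a change of 1 member is less certain than its p-value.

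Cell cycle genes rose in part. Top2a, which untangles DNA, rose from 89.4 ± 3.36 to 150 ± 8.50 CPM (n = 3 each, log2 fold change 0.75, adjusted p = 0.0025), and the mitotic kinase gene Plk1 (0.67), Ccnb1 (0.55) and the proliferation marker Mki67 (0.52) rose, 7 of 26 in all, while Tk1 fell (-0.51). Adjusted over the list alone, 8 rose and 1 fell, and camera gave an adjusted p of 0.262, fgsea 0.0196. Top2a alone kept its call whichever library was left out: Plk1 (0.0551) and Mki67 (0.0967) were lost without sgElovl1 replicate 2, where 1 member was called. Mki67, a long transcript, was not called with the length offset (0.432), and 5 of the 8 were. In the interferon response, Ifi27l2a (1.06, adjusted p = 0.00323), Ifit2 (0.64) and Gbp5 (0.63) rose and Gbp2 (-0.42), Irf1 (-0.38) and Ifi47 (-0.42) fell among 20, the same numbers adjusted over the list alone, with a mean of 0.02, a median of -0.07 and a test directed down (camera adjusted p = 0.735). Of these Ifi27l2a alone was called without sgElovl1 replicate 1 or 2 or sgNT replicate 2 or 3, and Gbp5 (0.0517), Irf1 (0.0711) and Ifi47 (0.0625) were not with the block.

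The stress lists did not pass with all libraries. In hypoxia, Kdm3a (0.51) rose among 18, also adjusted over the list alone (camera adjusted p = 0.436), lost without sgElovl1 replicate 1 or 2 or sgNT replicate 2 or 3 (highest adjusted p = 0.112) and with the length offset (0.207). The list passed with both pooled sgElovl1 libraries left out (0.0165, range over its alternatives 0.0165 to 0.924). In endoplasmic reticulum stress, Sel1l, a part of the degradation machinery, rose among 18 (0.67, adjusted p = 0.00583), also adjusted over the list alone, with a mean of 0.02, a median of -0.06 and a test directed down (camera adjusted p = 0.961). Of 16 dissociation stress genes, Jun (0.67), Junb (0.84), Zfp36 (0.56) and Hspa1b (0.51) rose, 5 adjusted over the list alone (camera adjusted p = 0.266). None of these 4 was called without sgElovl1 replicate 1 or 2 or sgNT replicate 2, and Zfp36 was not with the block (0.053). Of 76 ribosomal protein genes, Rpl34 (0.69) and Rps25 (0.65) rose and Rpl4 (-0.46) fell, 0 adjusted over the list alone (camera adjusted p = 0.42). None of the 3 was called without sgElovl1 replicate 1 or 2 or sgNT replicate 2, and without sgElovl1 replicate 3, 17 were and the list passed as higher (0.0132). With both pools left out it passed as lower (0.00667), in a range of 0.000837 to 0.931 over its alternatives.

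Nuclear retained long non-coding RNAs rose as a list. All 8 tested were higher, with a mean log2 fold change of 0.92 (camera adjusted p = 0.00419, adjusted p = 0.532 with an estimated correlation). Kcnq1ot1 and Tug1, a chromatin-associated RNA (0.87, adjusted p = 0.00436), rose whichever library was left out, and 5 rose adjusted over the list alone. Tug1 was not called with the length and GC offset (0.092), nor Kcnq1ot1 with TPM (0.157). Transcripts that the annotation gives as unclassified or intronic moved the same way: 83 of 253 tested rose and 0 fell, with a median log2 fold change of 1.59. Their summed level was 1244, 1251 and 1687 CPM in sgElovl1 replicates 1 to 3 and 911, 345 and 425 CPM in sgNT replicates 1 to 3. This class was chosen after its values were seen.

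**Figure D2:**
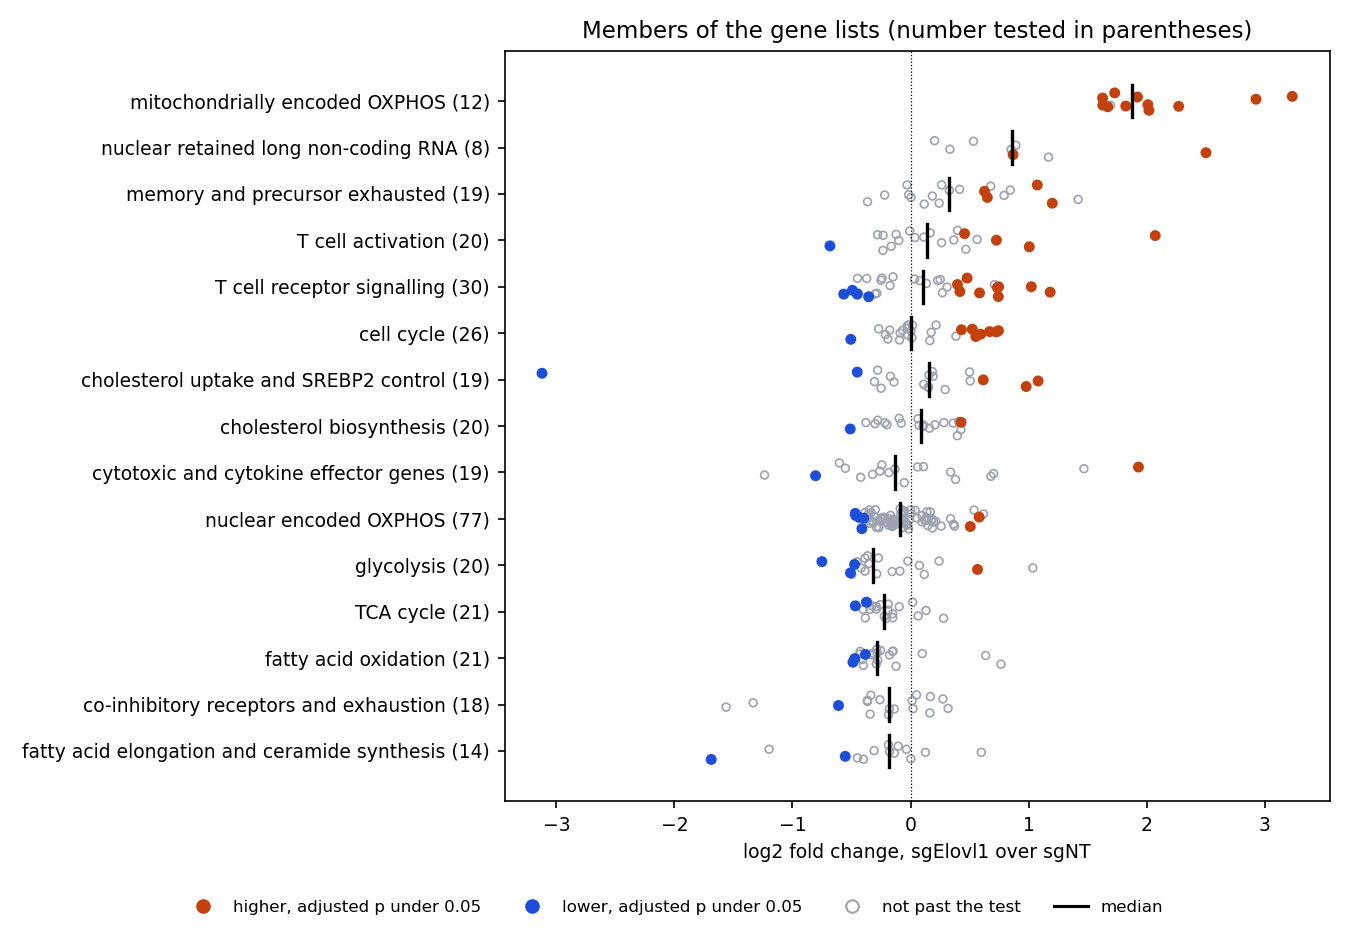
Log2 fold changes (sgElovl1 over sgNT) of the tested members of 15 gene lists, with filled points for members past an adjusted p of 0.05 and a line at each median. The 12 mitochondrially encoded genes lay to the right of 0, with a median of 1.87, while most other lists held called members on both sides or few called members.

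Markers of other cell types were measured beside these groups, since a sorted population can carry RNA of its neighbours. Macrophage and monocyte markers were higher as a list: 13 of 14 were positive, with a median log2 fold change of 2.86 and a mean of 2.58, or 2.26 with the bound for a gene at 0 (camera adjusted p = 0.00401, adjusted p = 0.787 with an estimated correlation, fry 0.128). Adgre1, encoding F4/80, had 26, 19 and 68 counts in sgElovl1 and 0 in every sgNT library, at least 13.0-fold higher, and C1qa (3.21, adjusted p = 0.038) rose but was lost without sgElovl1 replicate 2 or sgNT replicate 1 or 2 (highest adjusted p = 0.144). These 2 were also those called adjusted over the list alone, and 9 were called with the replicate block. Lyz2 was 96.8 ± 55.4 CPM in sgElovl1 and 7.90 ± 6.51 CPM in sgNT libraries (n = 3 each) and higher in every sgElovl1 library, without passing the test (adjusted p = 0.0958, blocked 0.0116). Neutrophil markers were higher in 5 of 5, with a mean of 3.10, or 2.18 with the bound (camera adjusted p = 0.00419, adjusted p = 0.532 with an estimated correlation). Csf3r had 14, 13 and 24 counts against 0, at least 5.72-fold higher, and G0s2 rose (2.40, adjusted p = 0.022, and 0.133 without sgElovl1 replicate 2), with 3 adjusted over the list alone. Dendritic cell markers were higher in 6 of 7, with a mean of 1.32 (camera adjusted p = 0.034, adjusted p = 0.532 with an estimated correlation), and Zbtb46 rose (1.26, adjusted p = 0.0246, and 0.119 without sgElovl1 replicate 1), also adjusted over the list alone. The dendritic list did not pass without sgElovl1 replicate 3 (0.0569), sgNT replicate 1 (0.0663) or sgNT replicate 3 (0.0643), with limma-voom (0.0824), no filter (0.0833) or a mean of at least 5 CPM (0.0714), or without the third library of both groups (0.0557), and 5 of its members were called with the block, H2-Eb1 among them (2.08, adjusted p = 0.0879, blocked 0.00329).

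Tumour epithelium markers were lower, in values that rested on sgNT replicate 3. All 10 tumour epithelium markers were lower, with Tff1 called (-0.75, adjusted p = 0.043, and 0.185 without sgNT replicate 2) and 0 adjusted over the list alone, and camera gave an adjusted p of 0.305, blocked 0.0175, with a range of 0.0175 to 0.864 over its alternatives. Their summed level was 51.5, 66.8 and 409 CPM in sgElovl1 replicates 1 to 3 and 72.7, 63.0 and 1156 CPM in sgNT replicates 1 to 3, so that the third library of both groups held the most. The median log2 fold change of tumour epithelium, fibroblast and endothelial markers together was -0.76, and 0.89 without sgNT replicate 3, where Fn1 was called higher (adjusted p = 0.00837, against 0.637 with all libraries). Of 10 acinar markers, Cela1 fell, with 1 up and 1 down adjusted over the list alone (camera adjusted p = 0.631). B cell markers had 0 of 4 called over all genes and over the list alone, with a mean of 0.04, a median of -0.12 and a test directed down (camera adjusted p = 0.735), and endothelial markers 0 of 3 (0.893). Fibroblast markers had 0 of 2 called and erythroid markers none tested, too few for a list test. Among 6 genes listed for CD4 and regulatory T cells, Ikzf2 (1.56), which CD8 cells also express, rose. Foxp3 (-1.67) fell, as did Trdc (-0.41), a T cell receptor delta chain gene and not a marker of these cells. Adjusted over the list alone, 1 was up and 3 were down (camera adjusted p = 0.172). All 3 were lost without sgElovl1 replicate 2 or sgNT replicate 2 (highest adjusted p 0.0965, 0.119 and 0.168). Of the Y-linked genes, Ddx3y (0.61), Kdm5d (0.74) and Uty (0.60) rose among 4 tested, also adjusted over the list alone (camera adjusted p = 0.0185, adjusted p = 0.532 with an estimated correlation). With the length offset Ddx3y (0.0572) and Uty (0.0746) were not called. Kdm5d and Uty were lost without sgElovl1 replicate 1 or 2 or sgNT replicate 2 (highest adjusted p 0.103 and 0.144), and the list with the length and GC offset (0.147), fgsea (0.0587) and without the third library of both groups (0.0557, range over its alternatives 0.0113 to 0.532).

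**Figure D3:**
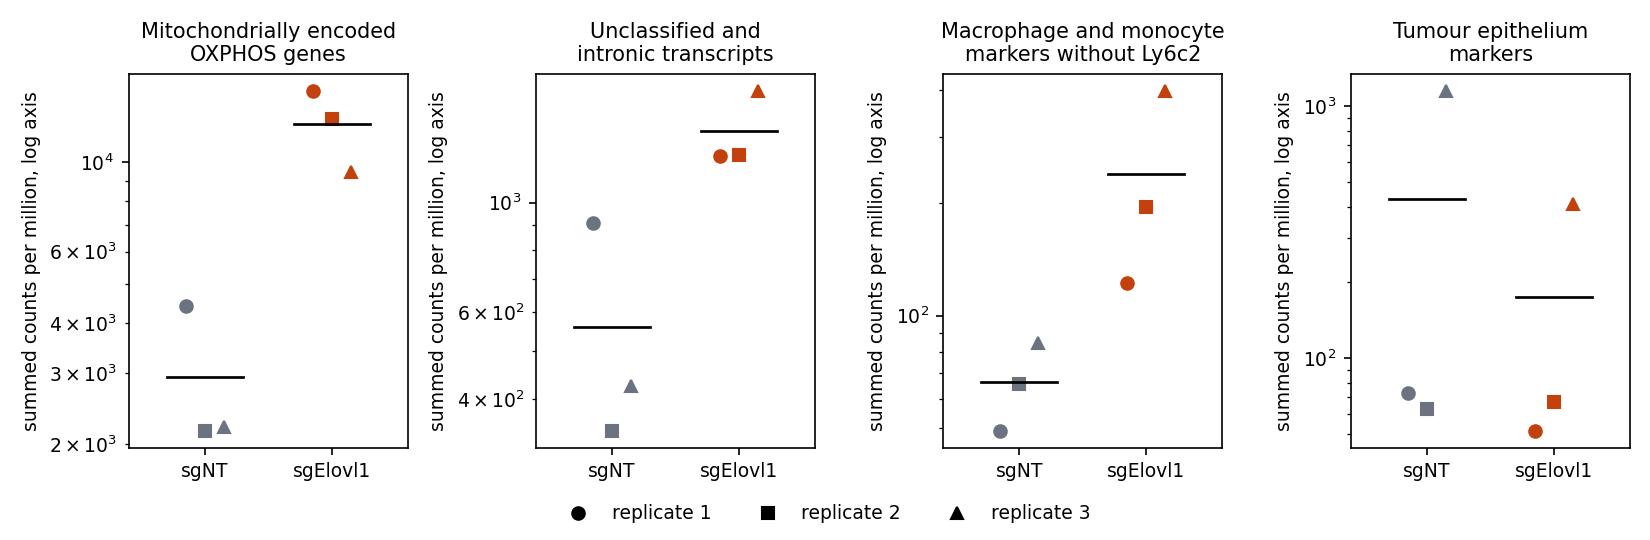
Summed CPM (log axis) of mitochondrially encoded genes, of unclassified and intronic transcripts, of macrophage markers without Ly6c2 and of tumour epithelium markers in each library, with a line at each group's mean. The first 3 were higher in every sgElovl1 library than in every sgNT library, and the tumour epithelium markers were highest in the third library of both groups.

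Long genes were higher and shorter genes lower in sgElovl1 cells. Across genes, which are not independent replicates, the log2 fold change correlated with gene length at a Spearman rho of 0.304, and against the mean of sgNT at 0.283, 0.338 and 0.187 in sgElovl1 replicates 1 to 3. The median log2 fold change was -0.19 in the third of 10 length bins and 0.37 in the longest, where 286 genes rose and 11 fell. With GC content the rho was -0.171. The length offset left 721 genes higher and 437 lower, and 926 of the 1727 calls were shared with it. Further genes named above were not called with it: mt-Nd3 (adjusted p = 0.0556), Ndufv1 (0.0691), Ndufs3 (0.0987), Atp5b (0.172), Sdhc (0.0904), Suclg1 (0.179), Tpi1 (0.103), Gpi1 (0.0717), Cd8b1 (0.0643), Cd247 (0.171) and Entpd1 (0.0567). The same held for Klrg1 (0.0568), Tk1 (0.0646), Ifit2 (0.173), Gbp5 (0.109), Irf1 (0.106), Ifi47 (0.116), Zfp36 (0.0515), Rpl4 (0.115), Tff1 (0.0783) and Rraga (0.0793).

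**Figure D4:**
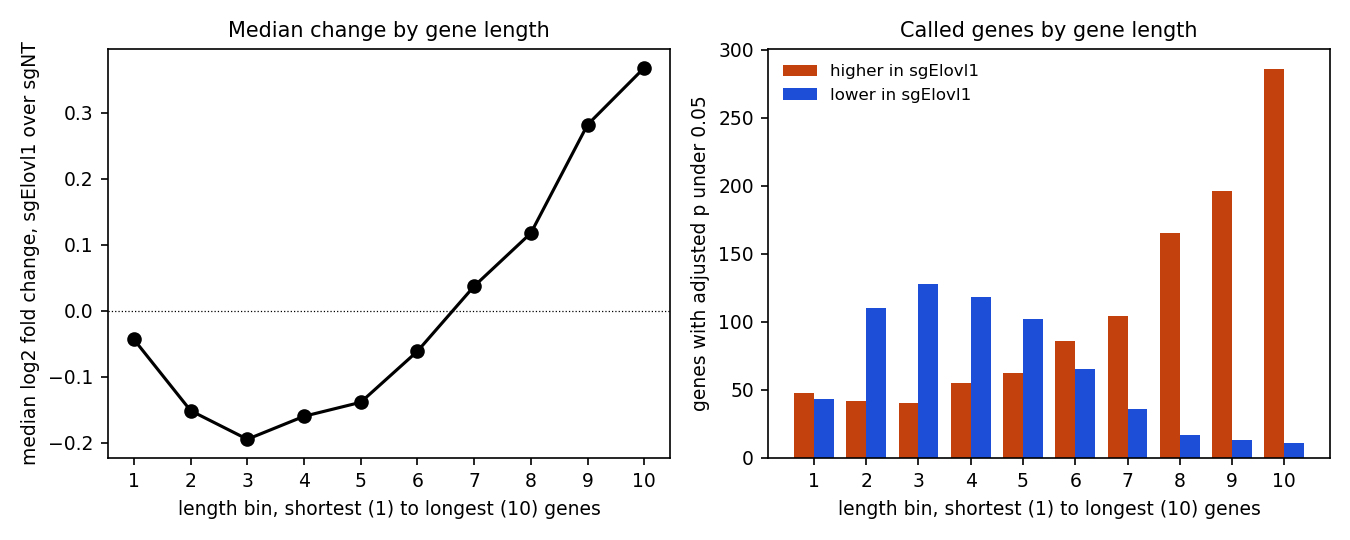
Median log2 fold change (left) and number of called genes (right) in 10 bins of gene length, from the shortest to the longest genes. The longest bin had a median of 0.37, with 286 genes higher and 11 lower in sgElovl1 cells.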

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

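In this part, the tests of even genomic DNA coverage, of a lower T cell share, of nuclear copies, of mitochondrial DNA and of a myeloid source of mitochondrial RNA were chosen after the results were seen.

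Genes of olfactory and vomeronasal receptors, which T cells do not use, gave counts that the comparison did not draw on. Of 1464 such genes, 178, 79 and 19 had a count in sgElovl1 replicates 1 to 3, against 11, 6 and 11 in sgNT replicates 1 to 3. These levels were above those of the control libraries, by far in replicates 1 and 2, the libraries pooled from 2 tumours each.

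The first pattern joins these counts with the unclassified and intronic transcripts, which had a median log2 fold change of 1.59 (83 of 253 called higher, 0 lower, edgeR's quasi-likelihood test). Evenly covered genomic DNA is argued against as their whole source, since the counts per kb over silent genes predicted at most 0.452% of the excess in a sgElovl1 library, and so is the gene length trend, since the median stayed at 1.52 with the length offset and 78 were called. Genomic DNA stays open for the silent genes: other silent families had 0.684 times their counts per kb in sgElovl1 replicates 1 and 2 together (95% interval 0.352 to 1.2, 0.339 and 1.39 singly), from only 12 counts over 149 genes. Unspliced RNA of host genes may add to the transcripts, since the 168 within a tested gene on the same strand rose more than the 85 others. Medians were 1.96 and 0.78, a difference of 1.17 (bootstrap 0.835 to 1.52, permutation p = 1e-04, the smallest the permutations can give). That permutation shuffled transcripts, which are not independent replicates, so its p does not measure the spread between libraries. The host genes of the 168 had a median of 0.18. The rise of the 85 others stays unexplained, and the strand setting of the authors' counting, on which this split depends, is not stated. A change of nuclear RNA by loss of Elovl1 was not tested.

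The second pattern is the rise of macrophage, neutrophil and dendritic markers. A lower share of T cells with all other types raised alike is argued against by the medians. Macrophage markers lay 3.61 log2 above tumour epithelium, fibroblast and endothelial markers. The gap was 4.02 without sgElovl1 replicate 3 and 2.96 without sgNT replicate 3, where the median of these other markers turned from -0.76 to 0.89. The permutation (p = 1e-04, the smallest possible) shuffled genes, which are not independent replicates. Estimated correlations between genes were 0.573 for macrophage and 0.558 for tumour epithelium markers. That p therefore does not measure the spread between libraries. The fibroblast markers also included Thy1 (-0.28), the gene of the sort marker CD90. RNA of myeloid cells is a candidate source: of 24 further markers written down before their values were seen, 19 were tested, 84.2% were positive and their median was 2.02, or 1.31 to 2.53 with 1 sgElovl1 library left out, with 3 called. Against a large share, abundant Cst3 (199, 192 and 236 CPM against 199, 182 and 253) and Spp1 (709, 476 and 1189 against 613, 328 and 1170) did not pass the test, nor did Fcer1g and Ifi30, 10 of the 24 were at 1 CPM or more in every sgNT library, and a sort on CD90.1 should remove such cells. Myeloid genes expressed by the T cells themselves, or uptake of RNA in the tumour, stay open as untested.

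The third pattern is the rise of mitochondrially encoded RNA. Reads moved between mitochondrial genes and their nuclear copies are argued against, since the sum of both differed by 2.18 log2 between the groups, and so is evenly covered mitochondrial DNA, since the excess per kb differed 81.4-fold between the highest and lowest of 12 tested genes. With all macrophage markers, a myeloid source cannot be told apart from a change in the T cells. Mitochondrial excess per marker excess then differed 1.68-fold among the sgElovl1 libraries. That outcome hung on 1 gene, Ly6c2, which held 92.2% of the list's CPM in sgNT. The markers without Ly6c2 argue against this source: their excess was 55.9, 129 and 333 CPM in sgElovl1 replicates 1 to 3. The mitochondrial excess ran in the opposite order, at 12100, 9867 and 6543 CPM, so the ratio differed 11-fold. By all markers sgNT replicate 3 had a macrophage excess of 321 CPM, near the 370 and 362 of sgElovl1 replicates 2 and 3, and a mitochondrial excess of -714 CPM, which counts against this source, but it is a single library and the excess was 17.9 CPM without Ly6c2. Uneven coverage of mitochondrial DNA, and a change of mitochondrial RNA by loss of Elovl1, stay open as untested.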

How the results depend on the processing

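The length and GC offset, the replicate block with the length offset, protein-coding genes alone and leaving out the third library of both groups were chosen after the data were seen; the other alternatives were set before. Depth was similar between groups, and genes changed by 0.5 log2 were found in 11.9% of cases in simulated data at n = 3.

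Elovl1 kept its direction and its call under every alternative, with log2 fold changes of -1.47 to -1.83 and an adjusted p of at most 0.0291. Of the results for single genes, 2207 were the same, 412 were no longer past the threshold and 103 passed it newly, none in the opposite direction. Among those counted as the same, the sign changed in 67 cases for genes and 50 for lists, where neither value passed. For lists these numbers were 695, 20 and 45, and 1 reversed: with both pools left out, ribosomal proteins passed as lower (adjusted p = 0.00667). The cause was not tested for any difference below, except where fewer genes or libraries were tested by construction.

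Against 1084 genes higher and 643 lower (370 and 49 beyond 1 log2), 4 gene lists and 4 other cell type lists, the following moved by more than 1.5 times. DESeq2 called 1088 lower and 8 gene lists, nuclear encoded OXPHOS (0.0483) and memory and precursor exhausted (0.0283) among them. Limma-voom with quality weights called 2237 higher and 2127 lower, 658 and 121 beyond 1 log2, and 8 gene lists, with nuclear encoded OXPHOS at 0.0257 and memory at 0.0229. With no filter, 8 gene lists passed, with nuclear encoded OXPHOS at 0.00941 and co-inhibitory receptors and exhaustion at 0.0325, and the median log2 fold change of tested genes was 0.12. With a mean of at least 5 CPM, fewer genes were tested, 201 were higher and 15 lower beyond 1 log2, and 2 other cell type lists passed. The gene length trend moved by less than 1.5 times there, with a rho of 0.389 against 0.304 in the main comparison. The length offset left 721 higher. TPM gave 162 lower, 230 and 21 beyond 1 log2, and 7 gene lists, with memory at 0.0381. With both pooled sgElovl1 libraries left out, which leaves 1 sgElovl1 library, 8 were higher and 4 lower, 8 and 4 beyond 1 log2 (1981 at an unadjusted p under 0.05). Protein-coding genes alone gave 238 higher beyond 1 log2. Without the third library of both groups, 1947 were higher and 2039 lower, 635 and 101 beyond 1 log2, and 8 gene lists and 2 other cell type lists passed.

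With the replicate block, memory and precursor exhausted (adjusted p = 0.00651), glycolysis (0.0447) and tumour epithelium (0.0175) passed. The block was taken from these same data, and its pairing of replicates 1 and 2 is uncertain, so these passes are not independent evidence. The block changed no other list's call and moved none of the counts over all genes or of lists by more than 1.5 times. Within lists it moved the called members from 2 to 9 for macrophages, 1 to 5 for dendritic cells, 3 to 7 for ribosomal proteins, 4 to 7 for memory, 1 to 3 for co-inhibitory receptors, 1 to 2 for tumour epithelium, 2 to 1 for the TCA cycle, and 2 to 4 for cholesterol biosynthesis, effector genes and nuclear long non-coding RNA, and of the named genes 10 gained and 4 lost their call. The replicate block with the length offset gave 361 lower and 7 gene lists, with memory at 0.0109. Camera with an estimated correlation passed 0 gene lists and 0 other cell type lists, with mitochondrially encoded OXPHOS at 0.532, and fry passed 7 gene lists, with T cell activation at 0.0415 and co-inhibitory receptors at 0.0352.

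Leaving out 1 library at a time gave 279 to 1414 genes higher, 42 to 1304 lower, 160 to 467 and 18 to 78 beyond 1 log2, and 4 to 9 gene lists. Genes lower moved by more than 1.5 times whichever library was left out (42 to 1304), and genes lower beyond 1 log2 without any sgElovl1 library or sgNT replicate 2 (18 to 78). Genes higher (279 to 384) and higher beyond 1 log2 (160 to 168) moved without sgElovl1 replicate 1 or 2 or sgNT replicate 2, and gene lists without sgElovl1 replicate 3 (9) or sgNT replicate 2 (7). Nuclear encoded OXPHOS ranged from 0.0116 to 0.586 and passed at 0.0116 to 0.0485, and memory from 0.0136 to 0.627, passing at 0.0136 and 0.0177. Values could not be given for nuclear long non-coding RNA and B cells among protein-coding genes alone, for acinar cells, neutrophils, B cells and endothelial cells at 5 CPM, and for endothelial markers without the third library of both groups.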

Other observations

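In this part, the count of other splits was chosen after the result was seen, and the genes named were chosen after their values were seen.

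Among genes absent from all libraries of 1 group, Chil3, a secreted lectin of myeloid cells on chromosome 3, had 145, 124 and 123 counts in sgElovl1 replicates 1 to 3 and 0 in every sgNT library, at least 42.6-fold higher with a floor of 3 counts per library. Gm9008, on chromosome 6, had 0 in every sgElovl1 library and 139, 142 and 118 counts in sgNT replicates 1 to 3, at least 45.1-fold lower. The even counts of Chil3 differed from the macrophage markers without Ly6c2, which were 122, 196 and 400 CPM in the same libraries. With Ly6c2 these markers were 1648, 1255 and 1246 CPM.

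Around the killer receptor genes of chromosome 6, other genes passed the test in both directions: Olr1 (log2 fold change 2.60, adjusted p = 0.0287), Clec7a (3.37, 0.0362) and Clec12a (1.12, 0.0275), receptor genes that myeloid cells express, were higher in libraries where myeloid markers were higher too (median 2.02 for the markers written down beforehand), and Klrb1b (-1.72, 0.00954) and Gm156 (-1.81, 0.00536) lower (edgeR's quasi-likelihood test). Cd69, in the same region, had a log2 fold change of 0.04.

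Ribosomal RNA genes held 456, 246 and 69.9 CPM in sgElovl1 replicates 1 to 3 and 79.0, 34.9 and 44.6 CPM in sgNT replicates 1 to 3.

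The 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. A count as large as the real one came from 1 of 10 splits, the real one, for the 1084 genes higher, the 643 lower, and the 370 and 49 beyond 1 log2, and the highest other count was 0 (edgeR's quasi-likelihood test, with up to 859 genes at an unadjusted p under 0.05). For the 8 lists past the threshold, 4 of 10 splits gave as many, with 10 the highest other. Among the 4 splits that part all same-number pairs, the highest other number of lists was 5.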
